A study of Rattus norvegicus with 250 samples. Its data were reported in "Bioenergetic-related gene expression in the hippocampus predicts internalizing vs. externalizing behavior in an animal model of temperament" (2025).

How the data were processed

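Hippocampal gene expression and behavior were measured in F2 rats from an intercross of lines selectively bred for high (bHR) or low (bLR) exploratory locomotion. According to the labels, tissue punches were taken from frozen brains and polyA RNA libraries were made, with 1 library per rat and 250 libraries in all. The labels also give the sex, family, hippocampal side, dissector, dissection day, test dates, date of death and behavioral scores of each rat. LocoScore is the number of beam breaks in an unfamiliar enclosure. The elevated plus maze (EPM) gives the distance traveled, the time immobile and the percentage of time in the open arms. The Pavlovian Conditioned Approach (PavCA) Index runs from goal-tracking (negative) to sign-tracking (positive).

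The deposited table holds read counts per gene, which the authors made by aligning reads with STAR to the Rnor6 genome and counting them per gene of Ensembl release 103 with Subread. The counts were deposited without normalization or filtering, for 32883 genes, of which 6706 had no read in any library. The 250 libraries and their table columns were matched by title. The 5 libraries that the labels mark as having failed quality control were left out, as in the study, which left 245 libraries. Total counts in these ranged from 17.92 to 31.49 M (mega counts), with a median of 21.61 M. The lowest correlation between any pair of libraries was 0.911 and no pair held identical counts. The first principal component of log2 CPM (counts of a gene per mega counts of its library) explained 45.3% of the variance and had a correlation of -0.946 with the intergenic percentage, a technical measure of RNA composition.

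Analyses were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with scipy 1.17.1. Genes with at least 1 read in 25% of rats were kept (19448 genes). Counts were scaled by the trimmed mean of M-values (TMM) and tested with limma-voom, which weights each log2 CPM value by its precision, and Benjamini-Hochberg adjustment was applied over the genes tested at a false discovery rate (FDR) of 0.10. Following the model stated in the study's methods, each behavior was a continuous predictor beside sex, the percentage of ribosomal RNA reads, the intergenic percentage, dissector, PavCA experience and sequencing batch. The intergenic label is damaged, so this percentage was recomputed as the share left after the mRNA, intronic and ribosomal fractions that the authors gave in the labels. The 3 sequencing batches were read from breaks in the sequencing numbers of the library titles, since the labels do not state a batch. PavCA experience meant that any PavCA score was recorded (212 of the 250 rats), a wider definition than a recorded PavCA Index (209 of the 250), and this term was left out of the PavCA Index model. The 1 EPM distance above 5000 cm was left out of the distance model. Slopes are given as the change in log2 expression per 100 beam breaks for LocoScore, with their standard errors (SE). Sex effects were read from the LocoScore model with males as the reference. Interactions of sex with each behavior, hippocampal side and family were added to the same model.

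Differences in behavior between the sexes were tested with two-sided permutation tests of the means, and correlations with Pearson's r and Spearman's rho, with 100000 resamples each. The smallest p-value these tests can give is 1e-05. The permutations ignored families. Fisher's exact test was used for the PavCA classes. The models were tested on simulated counts for 19448 genes, drawn independently of each other, with 200 changed for each term. The changes were 0.5 log2 for sex and 0.2 log2 per SD of LocoScore, placed only in genes with higher mean counts. For sex, 194 changed genes were recovered with 19 false calls, and for LocoScore 198 were recovered with 17 false calls. This recovery does not carry over to genes with low counts or to smaller slopes. With nothing changed there were 0 false calls for sex and 2 for LocoScore. The latter is as many as the LocoScore genes called in the real data.

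The test, samples, covariates and most alternatives were set before the data were examined, which refers to the count table, since the behavioral values are in the labels and had been read by then. The alternatives were DESeq2 size factors, other filters on low counts, all 250 libraries, limma-trend, edgeR's quasi-likelihood test, DESeq2's Wald test, fewer or more covariates, rank-normalized behavior, and fits within each sex or sequencing batch. Added after the data were seen were a filter of at least 1 CPM in 25% of rats, chosen because it gives close to the number of genes the study states, and the removal of the rat with the long EPM distance from every behavior. The match in number does not make that filter the one the study used, since its count matrix started from fewer transcripts with reads than the table used here. The removal of that rat was by mistake the first one computed. The design as written, which keeps that rat outside the distance model, is the one reported.

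The genes named were to be those with the smallest p-values in each comparison and 21 genes that the study listed. The deposited table does not pair its Ensembl identifiers with symbols, and 0 of them matched the reference gene table (assembly GRCr8). At most 2 identifiers per direction, by smallest p-value, are therefore printed for each comparison, fewer than the 5 per direction planned for sex. For sex another identifier higher in females, ENSRNOG00000051257, is also printed, chosen by its fitted difference. The sex-chromosome genes that were to check the labels by symbol were replaced by the genes with the strongest sex difference. The symbols of the 21 study-listed genes are printed as the study itself pairs them with identifiers. These pairs were read from its figures before the count table was opened, and some were also found in its supplementary tables. No measured value was taken from either. The 13 planned gene sets and the share of LocoScore genes on chromosome 1 needed symbols or coordinates and were not analysed here.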

Results

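Hippocampal RNA-Seq counts and behavioral scores were examined in F2 rats from an intercross of bred High Responder (bHR) and bred Low Responder (bLR) lines, which differ in exploratory locomotion. Of 250 libraries, 245 were used, from 122 males and 123 females in 12 families. Total counts per library, in M (mega) counts, ranged from 18.18 to 28.2 M in males and from 17.92 to 31.49 M in females, and the medians were 21.58 and 21.65 M. The 3 sequencing batches held 95, 94 and 56 libraries, with 49, 51 and 22 males. The left hippocampus was used in 123 rats and the right in 122. Any PavCA score was recorded for 208 of these rats and a PavCA Index for 205, the other 3 having a score for 1 day only.

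The first question was whether behavior differed by sex. LocoScore, the number of beam breaks in an unfamiliar enclosure, was 497 ± 271 in males (SD, n = 122) and 575 ± 325 in females (SD, n = 123), a difference of 78.5 (permutation test, two-sided, p = 0.0402, adjusted p = 0.0402 over 5 measures). With all 250 rats this difference was 74.7 and its adjusted p-value was 0.0511, which was the alternative that changed a call in this family. Males and females shared only 1 LocoScore test day, and on it the difference was 185 (16 males, 54 females, permutation p = 0.0346). On that day the males came from 4 families and the females from 10, with 2 families in common, and no test batch within the day held both sexes. This difference therefore cannot be told apart from test batch, and it was not adjusted for family. On the elevated plus maze (EPM), females traveled 2210 ± 423 cm (SD, n = 123) and males 1924 ± 423 cm (SD, n = 121), with an adjusted permutation p of 3.75e-05. Females were immobile for less time, 86.1 ± 18.4 s against 112 ± 26.1 s (SD, n = 123 and 122, adjusted permutation p = 2.5e-05). They spent 16.4 ± 10.7% of the time in the open arms against 10.7 ± 9.65% in males (SD, n = 123 and 122, adjusted permutation p = 3.75e-05). The EPM differences also held when sex was permuted within each of the 10 EPM test days (adjusted p = 1.33e-05 for each). On all 10 of those days every male was tested before every female, so these differences cannot be told apart from test order. The PavCA Index was 0.403 ± 0.505 in females (SD, n = 99) and -0.0883 ± 0.527 in males (SD, n = 106), with an adjusted permutation p of 2.5e-05. Sign-trackers numbered 59 females and 21 males, intermediate rats 29 and 58, and goal-trackers 11 and 27 (Fisher's exact test, p = 2.44e-08). According to the study, males and females were run in different batches on every task. The PavCA differences therefore cannot be told apart from test batch. The smallest p-value that the permutations can give is 1e-05.

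**Figure D1:**
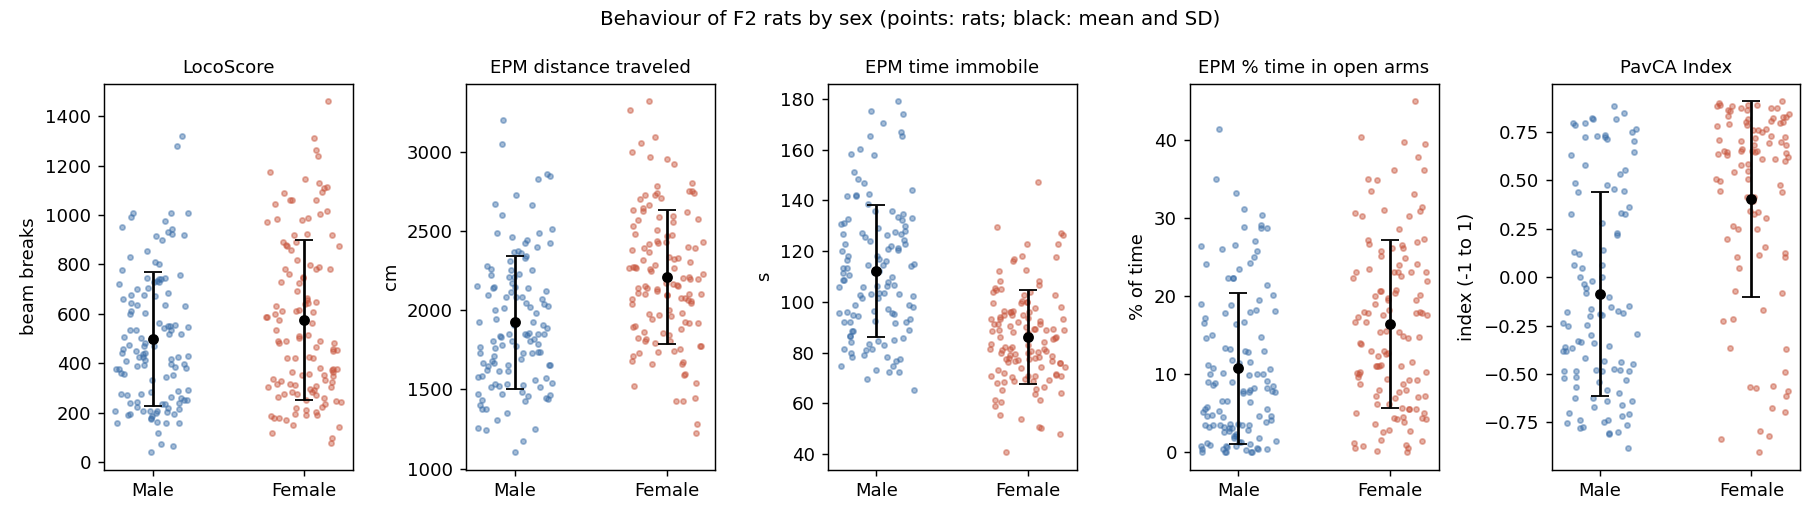
Each panel plots a behavior (beam breaks, cm, s, % of time or index value) for male and female F2 rats, with 1 point per rat and the mean and SD in black. Mean LocoScore was 497 in males and 575 in females, and the mean PavCA Index was -0.0883 in males and 0.403 in females.

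The second question was whether the behaviors varied together. All 10 correlations among the 5 measures passed an adjusted p-value of 0.05 over both sexes. The permutations shuffled rats freely and ignored families and test batches, so their p-values may be too small. LocoScore had a correlation with the percentage of time in the open arms of r = 0.306 (rho = 0.325, n = 245) and with the PavCA Index of r = 0.458 (rho = 0.467, n = 205), each with a permutation p of 1e-05 and an adjusted p of 1.11e-05. Without the 2 rats farthest from the median LocoScore, r was 0.332 and 0.476. Within males r was 0.291 and 0.576, and within females 0.278 and 0.356. The strongest correlation was between EPM distance and time immobile (r = -0.803, rho = -0.806, n = 244, permutation p = 1e-05, adjusted p = 1.11e-05), with r = -0.803 without 2 rats, -0.809 in males and -0.777 in females. The weakest was between the open arms and the PavCA Index (r = 0.276, rho = 0.256, n = 205, permutation p = 6e-05 and 0.00025, adjusted p = 6e-05 and 0.00025). Without 2 rats it was 0.256, in males 0.222 (adjusted p = 0.022) and in females 0.16 (adjusted p = 0.114), so it was not detectable in females alone. Whether this correlation differed between the sexes was not tested.

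Sex was next compared in expression, with the LocoScore model. At an FDR of 0.10, 1766 of 19448 genes differed, 785 higher and 981 lower in females, and 3695 genes had an unadjusted p-value under 0.05. Which direction held more genes depended on the filter, with 857 higher and 820 lower at 1 CPM in 25% of rats. Males died on 6 dates and females on 3 later ones, at 113 to 123 and 124 to 132 days of age, and neither date nor age was in this model. Except for genes detected almost only in 1 sex, such as ENSRNOG00000060496, the sex difference in expression therefore cannot be told apart from date and age at death. Leaving the intergenic percentage out of the model moved this count most upward, to 2988 genes, of which 741 were among the 1766. Within sequencing batches 1, 2 and 3 the counts were 550, 1414 and 35. The genes with the smallest p-values among those lower in females were ENSRNOG00000060496, at 36.3 ± 8.76 CPM in males (SD, n = 122) and at most 0.538 CPM in females, and ENSRNOG00000060617, at 10.55 ± 3.59 CPM in males (SD, n = 122) and at most 0.477 CPM in females. All 122 males lay above every female for both. Among genes higher in females, ENSRNOG00000060793 rose by 0.66 ± 0.016 (log2, SE, limma-voom adjusted p = 1.703e-105), and 45 of 123 females lay above every male. ENSRNOG00000052721 rose by 0.55 ± 0.015 (log2, SE, limma-voom adjusted p = 3.188e-99), with 120 of 123 females above every male. ENSRNOG00000051257, chosen after its values were seen because it had the largest fitted female excess, was at 23.1 ± 9.9 CPM in females (SD, n = 123) and at most 0.922 CPM in males.

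**Figure D2:**
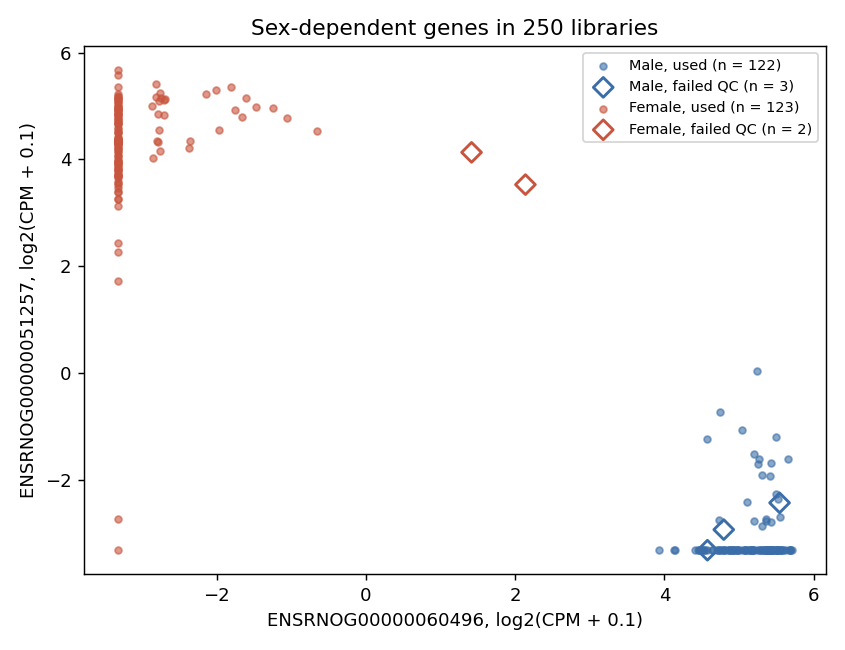
Expression of ENSRNOG00000051257 is plotted against that of ENSRNOG00000060496, both as log2(CPM + 0.1), with 1 symbol per library for 250 libraries and open diamonds for those that failed quality control. The 2 female diamonds hold both genes, and 2 female points at the lower left hold neither.

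Genes were then sought whose expression varied with each behavior. For LocoScore, 2 genes passed an FDR of 0.10 and 1018 had an unadjusted p-value under 0.05. With dissection day in the model 0 genes passed and 1110 had an unadjusted p-value under 0.05, the alternative with all 245 rats that moved this count most. Expression of ENSRNOG00000004398 fell by 0.11 ± 0.023 (log2 per 100 beam breaks, SE, n = 245, limma-voom adjusted p = 0.0291, range over the alternatives 0.00139 to 1.0). Its median count was 6. Leaving out Female replicate 3 gave its largest unadjusted p, 5.6e-06, and without any other 1 rat it was at most 3.47e-06. The cutoff is 5.14e-06 if 1 gene passes and 1.03e-05 if 2 pass. Without Female replicate 3 the other gene, ENSRNOG00000062164, was not above 1.03e-05, so both genes still passed. Expression of ENSRNOG00000062164 fell by 0.12 ± 0.025 (log2 per 100 beam breaks, SE, n = 245, limma-voom adjusted p = 0.0413, range over the alternatives 0.0313 to 1.0). Its median count was 31. Leaving out Female replicate 103 or Male replicate 25 ended the call, with unadjusted p of 1.94e-05 and 1.63e-05 where 1.03e-05 was needed. With the covariates removed, the correlation of expression with LocoScore was r = -0.311 (rho = -0.314) for ENSRNOG00000004398 and r = -0.289 (rho = -0.293) for ENSRNOG00000062164, each with a permutation p of 1e-05. Without the 2 rats with the most extreme values r was -0.295 and -0.306. Within males r was -0.395 and -0.372, within females -0.253 and -0.219, and in batches 1, 2 and 3 it was -0.316, -0.239 and -0.436 for the first gene and -0.383, -0.263 and -0.164 for the second. These genes were chosen from 19448 by the same relation, so these p-values are not independent evidence. Within males, females or any sequencing batch alone 0 genes passed, and 601 to 1635 had an unadjusted p-value under 0.05.

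For the PavCA Index, 1 gene passed (625 at an unadjusted p-value under 0.05). Expression of ENSRNOG00000056362 rose by 0.41 ± 0.086 (log2 per index unit, SE, n = 205, limma-voom adjusted p = 0.0719, range over the alternatives 0.0336 to 1.0). Its median count was 8. With covariates removed the correlation was r = 0.322 (rho = 0.316, permutation p = 1e-05 for each), 0.33 without 2 rats, 0.337 in males, 0.314 in females and 0.367, 0.25 and 0.447 in the 3 batches. Over the 3 correlations of the LocoScore and PavCA Index genes the adjusted permutation p was 1e-05. All 3 genes were chosen by the same relation, so these p-values are not independent evidence. Leaving out any of 27 of the 205 rats ended the call, and the largest unadjusted p, without Female replicate 7, was 2.3e-05 where 5.14e-06 was needed. For EPM distance traveled, time immobile and the percentage of time in the open arms 0 genes passed, and 728, 830 and 759 had an unadjusted p-value under 0.05. Under edgeR's quasi-likelihood test 7, 1 and 3 genes passed for these measures. The smallest limma-voom adjusted p-values were 0.686, 0.493 and 0.907.

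**Figure D3:**
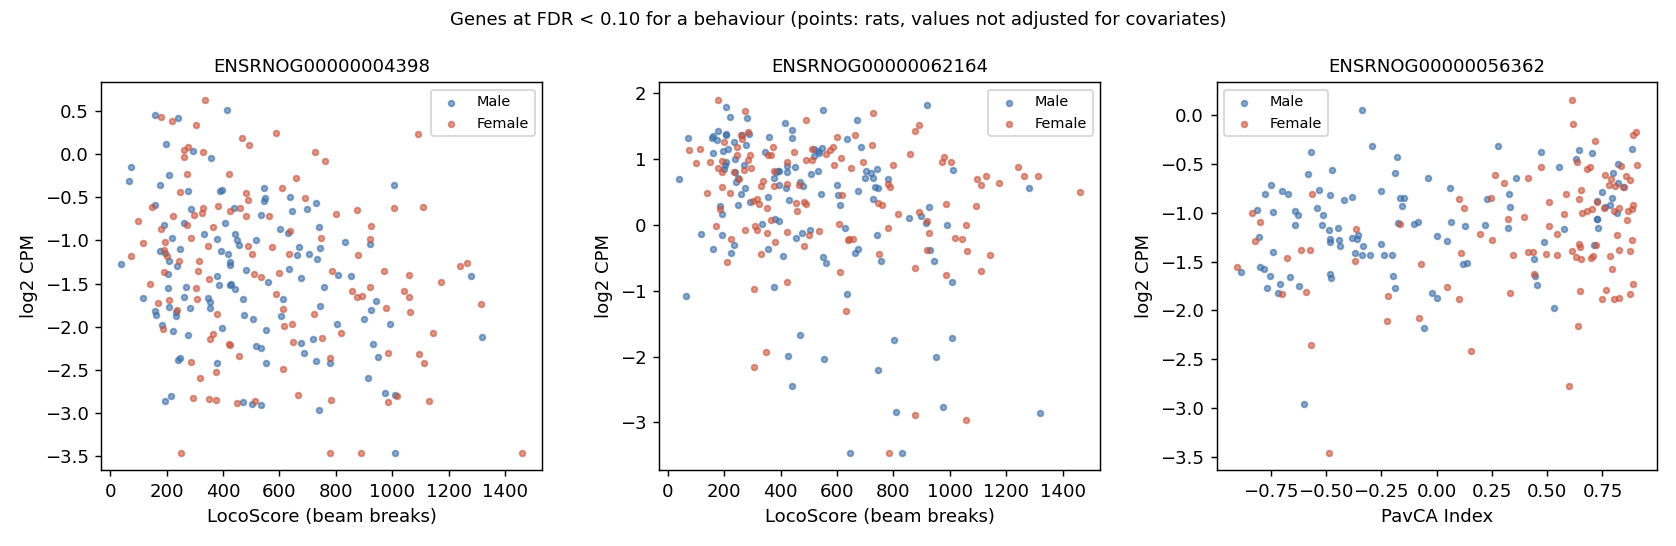
Expression (log2 CPM, not adjusted for covariates) is plotted against LocoScore or PavCA Index for the 3 genes that passed an FDR of 0.10 for a behavior, with 1 point per rat colored by sex. The points scatter widely around each trend, with r of -0.311, -0.289 and 0.322 after covariates were removed. For ENSRNOG00000062164 some rats lie far below the rest. Among them are Female replicate 103 and Male replicate 25 (log2 CPM -2.96 and -2.86), and removal of either ended its call. Whether the low rats account for its slope was not tested.

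The interaction of sex with each behavior was tested next. For LocoScore, 64 genes passed, 38 with a higher and 26 with a lower slope in females, and 3589 genes had an unadjusted p-value under 0.05. The filter of at least 1 CPM in 25% of rats moved this count most upward, to 272 genes, while 0 genes passed without the intergenic percentage (1151 at an unadjusted p-value under 0.05). Under DESeq2 size factors the split was 37 to 12. The slope of ENSRNOG00000047309 was lower in females by -0.026 ± 0.0055 and that of ENSRNOG00000024019 higher by 0.058 ± 0.013 (log2 per 100 beam breaks, SE, limma-voom adjusted p = 0.0441 for both). For time immobile 1 gene passed (2946 at an unadjusted p-value under 0.05). This gene, ENSRNOG00000013663, was named after its value was seen, and its slope was higher in females by 0.058 ± 0.012 (log2 per 10 s, SE, limma-voom adjusted p = 0.0803, range over the alternatives 0.0307 to 0.982). Without the rat with the long EPM distance 0 genes passed (2818 at an unadjusted p-value under 0.05). For distance traveled, open arms and PavCA Index 0 genes passed, with 1134, 619 and 1427 at an unadjusted p-value under 0.05.

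The labels also allow comparisons of hippocampal side, PavCA experience and family. Between right and left hippocampus 0 genes passed (1048 at an unadjusted p-value under 0.05), and 6 passed under edgeR's quasi-likelihood test. For PavCA experience, with 208 rats trained and 37 not, 1788 genes passed, 1040 higher and 748 lower in trained rats, and 3764 had an unadjusted p-value under 0.05. Under DESeq2 size factors the split was 1508 to 459, and with sex as the only covariate 4957 genes passed, 1436 higher and 3521 lower. ENSRNOG00000011923 was higher in trained rats by 0.94 ± 0.14 (log2, SE, limma-voom adjusted p = 1.06e-06). Trained rats were 125 ± 4.08 days old at death (SD, n = 208) and untrained rats 122 ± 5.89 days (SD, n = 37). Only 3 of the 9 dates of death held both, with 108 trained and 15 untrained rats, and date of death was not a term in any model. Across the 12 families 10952 genes differed by a moderated F test (10711 at an unadjusted p-value under 0.05), and the smallest adjusted p-value was 3.037e-37, for ENSRNOG00000017669.

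**Figure D4:**
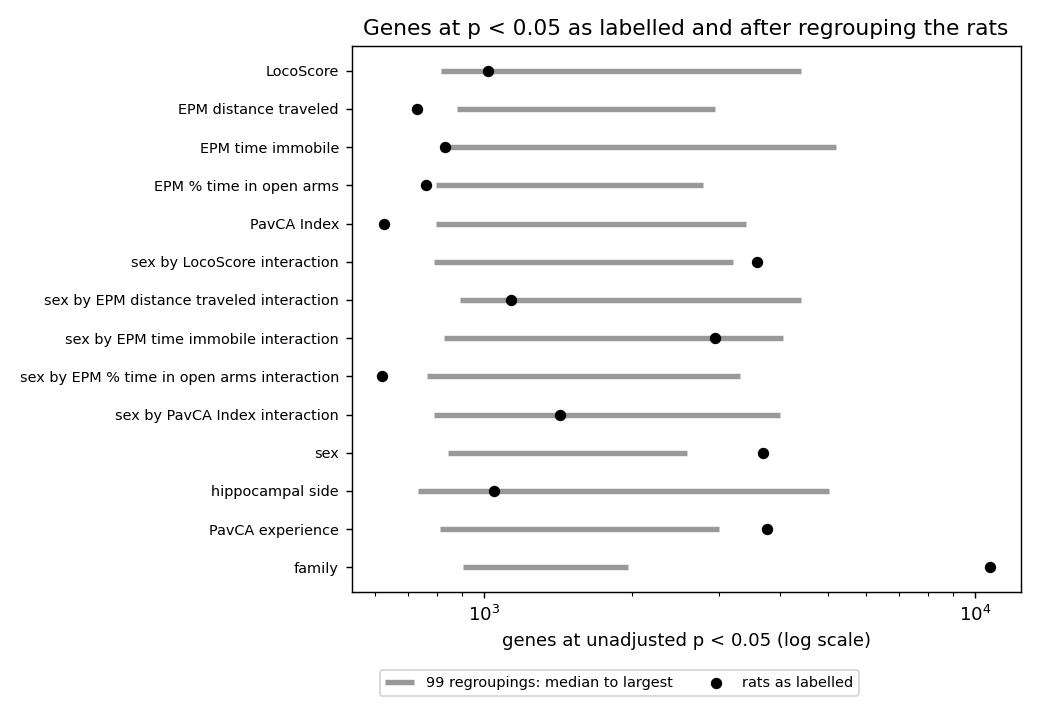
The number of genes at an unadjusted p-value under 0.05 (log scale) is shown for each comparison, with a black point for the rats as labelled and a gray bar from the median to the largest of 99 random regroupings of the rats. The point lies above the bar for sex (3695), PavCA experience (3764), family (10711) and the interaction of sex with LocoScore (3589).

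The 21 study-listed genes are its top candidates and further genes it tied to temperament through other rat models, chosen partly from these same libraries. For LocoScore, 18 of them had an unadjusted p-value under 0.05, 9 rising and 9 falling with LocoScore. Over all genes tested 0 passed an FDR of 0.10, while adjusted over the list alone 18 passed, which is not independent evidence because the list was chosen on these rats. With family added to the model 1 of them, AABR07071904.1, passed over all genes (slope 0.087, limma-voom adjusted p = 0.00778), the only call for it among 19 alternatives, whose adjusted p-values ranged from 0.00778 to 1. With sex as the only covariate 10 had an unadjusted p-value under 0.05. The smallest p-values were for AABR07071904.1 (slope 0.063 ± 0.016, SE, unadjusted p = 0.000143) and Fzd6 (slope -0.036 ± 0.0093, SE, unadjusted p = 0.00016), each with an adjusted p of 0.263 over all genes. Ucp2 rose (slope 0.022 ± 0.0067, SE, unadjusted p = 0.00107) and Wdr93 fell (slope -0.06 ± 0.018, SE, unadjusted p = 0.000746). Of the 18 genes, 15 had the same sign in all 3 sequencing batches and 17 in both sexes. The batches and sexes are parts of the rats in which the 18 genes were picked, so this agreement is not independent evidence. Unadjusted p-values under 0.05 were reached by 12 in males, 12 in females, and 13, 6 and 3 in the batches. C2cd3 was the exception between sexes, with a slope of -0.00906 in males (unadjusted p = 0.375) and 0.0268 in females (unadjusted p = 0.00043). Its interaction with sex had an unadjusted p of 0.00193 and an adjusted p of 0.13 over all genes. Ist1, Tmem144 and Fcrl2 did not reach an unadjusted p-value of 0.05 for LocoScore (0.131, 0.519 and 0.834). For EPM distance Tmem144 and Fcrl2 did reach it (limma-voom unadjusted p = 0.00206 and 0.00732), while Ist1 did not for any behavior. For EPM distance, time immobile, open arms and PavCA Index, 9, 8, 0 and 6 of the 21 genes had an unadjusted p-value under 0.05. Adjusted over the list alone 7, 5, 0 and 2 passed, and 0 passed over all genes for any of these measures.

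**Figure D5:**
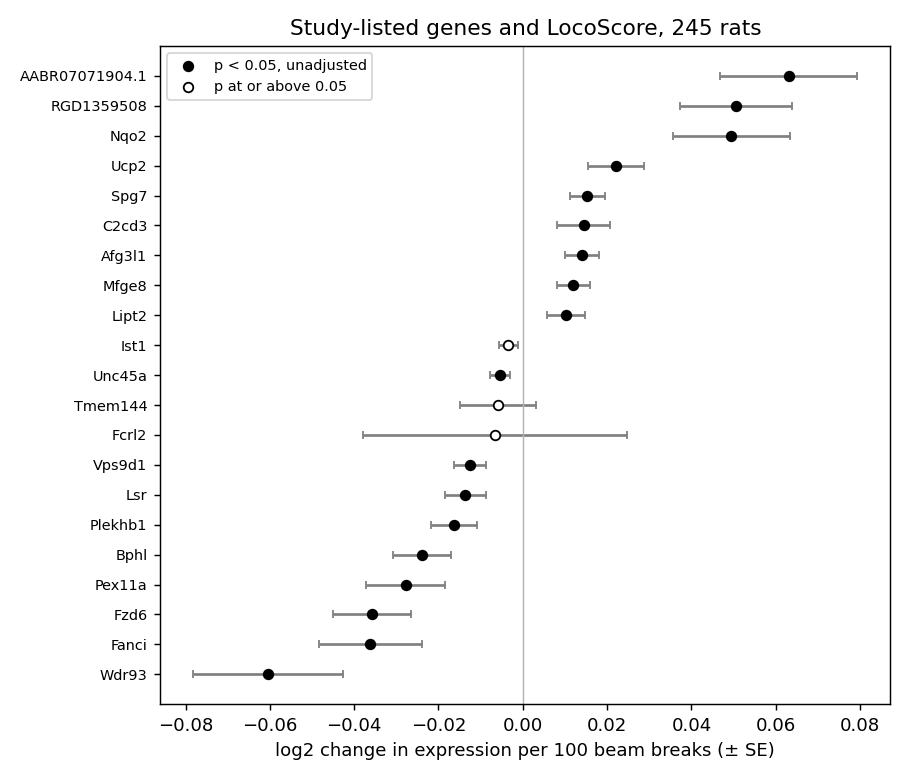
The slope of expression on LocoScore (log2 per 100 beam breaks, with SE) is shown for the 21 study-listed genes in 245 rats, with filled points for an unadjusted p-value under 0.05. The 18 filled points are split evenly, with 9 above and 9 below 0.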

Values the study reported

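The study retained 245 F2 rats after quality control, 122 males and 123 females, with expression data for 14,056 transcripts. It reported 1,679 genes with a sex difference in the F2 hippocampus at the FDR threshold it used. It reported that no gene passed that threshold for any F2 behavior, or for an interaction of sex with behavior. A subset of 209 F2 rats underwent PavCA training.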

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

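The tests in this part were chosen after the numbers of interaction genes and the sex-dependent genes of the libraries had been seen, and before their own values were known.

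The relation of expression to LocoScore differed between the sexes for 64 genes, by the interaction term. Random regrouping argues against a chance origin: only 1 of 100 groupings of the rats, the labelled one, gave as many genes, although regrouping ignored families. Low counts do not account for it, since 59 of the 64 genes were among those found when at least 1 CPM in 25% of rats was required. A few rats with extreme LocoScores do not account for it either, since 60 of the 64 were found with LocoScore rank-normalized within sex. Technical explanations stay open. With sex by ribosomal and sex by intergenic percentage added, 27 of the 64 genes passed, and with sex by sequencing batch added 0 passed (2639 at an unadjusted p-value under 0.05). The pattern is therefore consistent with batch or RNA composition acting differently in the sexes, and males and females shared only 1 LocoScore test day and, on it, no test batch. For these slopes sex also cannot be told apart from date and age at death, since no date held both sexes. A biological difference between the sexes also remains open and was not tested apart from these. The pattern is not called biological here.

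For time immobile the interaction with sex was passed by 1 gene, ENSRNOG00000013663. Of 100 groupings of the rats 11 gave at least as many genes, so chance may account for it, and 5 gave at least as many at an unadjusted p-value under 0.05. Removing the rat with the long EPM distance took its adjusted p-value to 0.102, and over the alternatives this value ranged from 0.0307 to 0.982. No biological explanation was tested for this gene.

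The libraries labelled Female replicates 95 and 107, which the labels mark as failing quality control, held the male-high gene ENSRNOG00000060496 at 4.302 and 2.569 CPM (94 and 71 counts), above the 0.538 CPM that was the highest in the 123 females used. They also held the female-high gene ENSRNOG00000051257 at 11.44 and 17.44 CPM, above the 0.922 CPM that was the highest in the 122 males used. The lower of these values, 11.44 CPM, argues against a swapped male library. The lowest male-high value, 2.569 CPM, was above every used female and below the lowest used male (15.1 CPM), which is consistent with a mixture of male and female RNA. The 2 libraries were in the same sequencing batch, and the step at which a mixture could have arisen was not tested. No biological explanation was tested.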

How the results depend on the processing

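The filter of 1 CPM and the removal of the rat with the long EPM distance from every behavior were chosen after the results had been seen, and the other alternatives before.

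Of the values under alternatives for results that answer a comparison, 193 kept their direction and their side of the threshold or stayed within 1.5 times the count, 52 counts moved further and 2 became weaker. Across alternatives the count of genes ranged from 35 to 2988 for sex, from 581 to 4957 for PavCA experience, from 10462 to 12324 for family, from 0 to 272 for the LocoScore interaction, and from 0 to 2 for LocoScore. Unless a cause is named, the cause was not tested.

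Behavior: with all 250 rats the LocoScore sex difference was 74.66 (adjusted p = 0.0511), and in females only the correlation of open arms with PavCA Index was 0.1603.

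For LocoScore, 1 gene passed with all 250 libraries, with sex as the only covariate, with at least 1 CPM in 25% of rats and under edgeR's quasi-likelihood test. Under DESeq2's Wald test 2 genes passed, of which only 1 was among the 2 reported. With family added 1 gene passed, the study-listed AABR07071904.1 (adjusted p = 0.00778, range over the alternatives 0.00778 to 1), which was not among the 2 reported. With dissection day added 0 passed, and in males only, females only and sequencing batch 1, 2 or 3 only 0 passed. The 1 CPM filter removed ENSRNOG00000004398 and the PavCA Index gene by construction. For PavCA Index, 0 genes passed with no filter, with sex as the only covariate, with dissection day added, at 1 CPM, with family added, in males only, in females only, for sign-trackers against goal-trackers, and without the rat with the long EPM distance. Under edgeR's test 7 genes passed for EPM distance, 1 for time immobile, 3 for open arms and 6 for hippocampal side. For open arms 1 gene passed with no filter, with dissection day added and in males only. Counts at an unadjusted p-value under 0.05 for the LocoScore settings with 0 genes were 1110 with dissection day, 1373 in males, 1635 in females, and 962, 851 and 601 in the batches. For PavCA Index they were 806, 714, 850, 393, 491, 962, 965, 656 and 648 in the order above.

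For the LocoScore interaction, 14 genes passed with no filter, 251 with at least 10 reads in 25% of rats, 272 at 1 CPM, 3 with all 250 libraries and 4 under limma-trend. Without the intergenic percentage, with sex as the only covariate and with dissection day added 0 passed (1151, 2194 and 2254 at an unadjusted p-value under 0.05). DESeq2 size factors changed the split of higher and lower slopes from 38 and 26 to 37 and 12. For the time immobile interaction, 4 genes passed under DESeq2 size factors, 5 with no filter, 6 with at least 10 reads, 5 under limma-trend and 3 at 1 CPM. With all 250 libraries, without the intergenic percentage, with sex as the only covariate and without the rat with the long EPM distance 0 passed (2454, 749, 551 and 2818 at an unadjusted p-value under 0.05).

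For sex, 2988 genes passed without the intergenic percentage, 355 with sex as the only covariate, 550 in batch 1 (95 rats), 1414 in batch 2 (94 rats) and 35 in batch 3 (56 rats), so the number of rats alone does not account for the batch 1 count. At 1 CPM 1677 genes passed, of which 1459 were among the 1766. The split of 785 higher and 981 lower in females turned to 857 and 820 at 1 CPM and 902 and 838 with at least 10 reads. It was 1038 and 998 with all 250 libraries and 724 and 664 with no filter. Under the other alternatives more genes were lower than higher. For PavCA experience, 581 passed without the intergenic percentage, 4957 with sex as the only covariate and 849 with dissection day added, and DESeq2 size factors changed the split from 1040 and 748 to 1508 and 459. Of the study-listed genes, 10 had an unadjusted p-value under 0.05 with sex as the only covariate.

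Among single genes, the slope on LocoScore reversed for Lipt2 in batch 2 (unadjusted p = 0.7487). It reversed for C2cd3 with sex as the only covariate (0.9133), in males (0.3747) and in batch 3 (0.9996). It reversed in batch 3 for Ist1 (0.8768), Vps9d1 (0.7475) and Fcrl2 (0.4434), and in males for Tmem144 (0.6335) and Fcrl2 (0.7367). For Fcrl2 it also reversed under edgeR's test (0.5929) and DESeq2's Wald test (0.574). Over the 21 study-listed genes 60 other values became weaker and 1 stronger, and over the genes named by identifier 30 became weaker.

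No paired analysis was possible because the replicate numbers only name the rats in accession order. The 13 gene sets, with their alternatives (camera with an estimated correlation, fry, all 250 libraries and sex as the only covariate), and the share of LocoScore genes on chromosome 1, with its alternatives, were not run. The genes with median counts of 6, 8 and 31 rest on few reads, which limits the precision of their slopes.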

Other observations

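The tests on the 2 female libraries with neither sex-dependent gene, and the count of single rats that end a call, were chosen after the results had been seen, and the other tests before their own values were known.

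The libraries labelled Female replicates 42 and 63, both used, held the female-high gene ENSRNOG00000051257 at 0.05 and 0 CPM (1 and 0 counts) and the male-high gene ENSRNOG00000060496 at 0 counts. The lowest value of the female-high gene in the other 121 females was 3.2 CPM. On a scale from the male mean (0) to the female mean (100), 6 male-high genes put them at 101.1 and 103.4, which argues against mislabelled males. The lower of their totals, 19.99 M (mega) counts, argues against shallow sequencing. A candidate explanation is 1 X chromosome and no Y chromosome. Over 20 other female-high genes they lay at 31.87 and 74.08, while males ranged from -102 to 132 and the other females from -55.4 to 232, so these values leave it undecided. Both rats came from the same family, and a cause shared within that family was not tested.

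Regrouping the rats at random gave as many genes as the labelled LocoScore in 6 of 100 groupings and as the labelled PavCA Index in 8 of 100, so chance may account for these counts. By genes at an unadjusted p-value under 0.05 it was 29 and 80 of 100. For distance traveled, time immobile and open arms, compared by genes at an unadjusted p-value under 0.05, it was 63, 49 and 57 of 100, and for hippocampal side 27 of 100. For the interactions of sex with distance, open arms and PavCA Index it was 22, 67 and 13 of 100. For sex (which went with date and age at death), PavCA experience and family only 1 of 100, the labelled grouping, gave as many genes. The regroupings ignored families.

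Family structure may account for the 2 LocoScore genes. With family added, their unadjusted p-values were 7.65e-05 and 0.00207, and the slopes were -0.0999 and -0.0787, and neither passed an FDR of 0.10 (adjusted p = 0.52 and 0.741, ranges over the alternatives 0.00139 to 1.0 and 0.0313 to 1.0). The genes were chosen by this same relation, so their remaining unadjusted p-values do not exclude family structure, which stays open. For the PavCA Index gene, removal of any of 27 of the 205 rats ended the call. Its unadjusted p with all rats was 3.7e-06 where 5.14e-06 was needed. The count therefore shows a thin margin and cannot tell whether the call rests on any 1 rat.

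For PavCA experience, dissection day was tested as an explanation. With it added, 501 of the 1788 genes passed, so dissection day may account for much of this count. With age at death added, 908 of the 1788 genes passed, which leaves age undecided, since trained rats were 125 ± 4.08 days old (SD, n = 208) and untrained rats 122 ± 5.89 (SD, n = 37). The date of death and the task itself stay open and were not tested. Family was not a term in this model and also stays open.

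A hypothesis that neighboring genes share LocoScore-linked blocks stays undecided, since no coordinates were used to show that adjacent genes of the table are neighbors in the genome. The correlation between the LocoScore statistics of adjacent genes was 0.0313, across genes that are not independent replicates, and 75 of 100 groupings of the rats gave as large a value.

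The number of LocoScore genes here was 2. That is higher than the number quoted from the study above. The number of PavCA Index genes here was 1. That is higher than the number quoted from the study above. The number of genes for the interaction of sex with LocoScore here was 64, and with time immobile 1. Those are higher than the number quoted from the study above. With at least 1 CPM in 25% of rats, a filter chosen after the data were seen that tests 14058 genes, the counts here were 0 for PavCA Index (393 at an unadjusted p-value under 0.05), 1 for LocoScore, 272 and 3 for the interactions of sex with LocoScore and time immobile, and 1677 for sex. The match in the number of genes does not show that the study used this filter.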
